# Effects of Maternal Chromium Restriction on the Long-Term Programming in MAPK Signaling Pathway of Lipid Metabolism in Mice

**DOI:** 10.3390/nu8080488

**Published:** 2016-08-10

**Authors:** Qian Zhang, Xiaofang Sun, Xinhua Xiao, Jia Zheng, Ming Li, Miao Yu, Fan Ping, Zhixin Wang, Cuijuan Qi, Tong Wang, Xiaojing Wang

**Keywords:** DNA methylation, chromium restriction diet, lipid metabolism, MAPK pathway, metabolic programming

## Abstract

It is now broadly accepted that the nutritional environment in early life is a key factor in susceptibility to metabolic diseases. In this study, we evaluated the effects of maternal chromium restriction in vivo on the modulation of lipid metabolism and the mechanisms involved in this process. Sixteen pregnant C57BL mice were randomly divided into two dietary treatments: a control (C) diet group and a low chromium (L) diet group. The diet treatment was maintained through gestation and lactation period. After weaning, some of the pups continued with either the control diet or low chromium diet (CC or LL), whereas other pups switched to another diet (CL or LC). At 32 weeks of age, serum lipid metabolism, proinflammatory indexes, oxidative stress and anti-oxidant markers, and DNA methylation status in adipose tissue were measured. The results indicated that the maternal low chromium diet increased body weight, fat pad weight, serum triglyceride (TG), low-density lipoprotein cholesterol (LDL), tumor necrosis factor-α (TNF-α), malondialdehyde (MDA), and oxidized glutathione (GSSG). There was a decrease in serum reduced/oxidized glutathione (GSH/GSSG) ratio at 32 weeks of age in female offspring. From adipose tissue, we identified 1214 individual hypomethylated CpG sites and 411 individual hypermethylated CpG sites in the LC group when compared to the CC group. Pathway analysis of the differential methylation genes revealed a significant increase in hypomethylated genes in the mitogen-activated protein kinase (MAPK) signaling pathway in the LC group. Our study highlights the importance of the MAPK signaling pathway in epigenetic changes involved in the lipid metabolism of the offspring from chromium-restricted dams.

## 1. Introduction

Recently, studies have implied that nutrition during fetal and neonatal life can have profound effects on lifespan, glucose, and lipid metabolism. Human studies conducted in 1944–1945 revealed that undernutrition during early pregnancy was associated with glucose intolerance and increased serum insulin concentrations later in life (50–58 years-old) [1]. It was the first time that scientists addressed the impact of adverse environmental factors in early life on the occurrence of metabolic diseases in adulthood [2]. Later work confirmed and extended this hypothesis by showing significant opposite correlations between birth weight and the risk of adult obesity [3,4]. One important mechanism believed to be involved in this relationship is DNA methylation. DNA methylation changes normally occur within CpG-rich regions (CpG islands). CpG islands are usually located near the promoter regions of genes. Methylation within the promoter region can negatively affect gene expression [5]. DNA methylation is a key regulator of normal metabolic balance and the occurrence of disease [6,7]. DNA methylation changes are particularly sensitive in “early life window period”. DNA methylation changes occurring in utero may be passed on to offspring and may subsequently lead to metabolic diseases [8].

An increasing number of studies show that chromium (Cr (III)) supplementation is beneficial in maintaining healthy lipid metabolism, regulating appetite, reducing fat mass, and increasing lean body mass [9]. The minimum suggested daily chromium intake is 30 μg. However, the average dietary chromium intake for adults is far below this recommendation in many countries [10,11]. In particular, pregnant women and elderly individuals are more prone to the chromium deficiency [12], due to increased metabolic stress and decreased absorption ratio [13,14]. Vincent et al. report that a chromium-insufficient diet leads to an increase in serum cholesterol, which can be ameliorated by chromium supplementation [15]. A recent study shows that chronic maternal chromium deficiency increases body fat and changes the lipid metabolism in rat pups. The mechanism involved is probably augmented by oxidative stress [16].

We hypothesized that exposure to maternal chromium restriction would have a sustained impact on the methylation of genes involved in lipid metabolism, thus lead to dyslipidemia in mice offspring. To identify this epigenetic alteration, we used a genome-wide DNA methylation approach in adipose tissue and tested whether epigenetic changes were associated with differential gene expression.

## 2. Materials and Methods

### 2.1. Animals Protocol

This study was performed in strict accordance with the recommendations given by the Guide for the Care and Use of Laboratory Animals from the National Institute of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of Peking Union Medical Hospital (Permit Number: MC-07-6004). All efforts were made to minimize suffering. Seven-week-old C57BL/6J mice (18.5 ± 1.6 g) were acquired from the Institute of Laboratory Animal Science, Chinese Academy of Medical Sciences and Peking Union Medical College (Beijing, China, SCXK-2014-0108). After 1 week of adaptation, virgin female C57BL mice were caged with males (2 females to 1 male) overnight. Copulation was confirmed the next morning by establishing the formation of a vaginal plug. Midnight was considered as day 0 of gestation. Pregnant mothers (*n* = 16) were fed either the control diet (C, *n* = 8) or low chromium diet (L, *n* = 8). The control diet was a casein-based diet formulated on the basis of the American Institute of Nutrition AIN-93G diet and contained 1.19 mg/kg chromium. The low chromium diet (reduced only in chromium) contained 0.14 mg/kg chromium (88.23% of chromium restriction compared to control diet). The concentration of dietary chromium was analyzed using an atomic absorption spectrometer (TAS986, Beijing Persee General Corporation, Beijing, China). All diets were produced by Research Diets (New Brunswick, NJ, USA). On day 1 after birth, the litter sizes of both groups were homogenized to six pups (3 male and 3 female mice), to ensure no nutritional bias between litters. The diets were administered throughout gestation and lactation. All offspring was weaned at 3 weeks of age. Following weaning, the offspring were divided into the following sub-groups: CC (control diet-control diet), CL (control diet-low chromium diet), LC (low chromium diet-control diet), and LL (low chromium diet-low chromium diet, *n* = 8/group, one female pup from each litter was randomly assigned to the experimental groups). The mice were maintained in a light-dark cycle (12 h light and 12 h dark) and were given free access to food and water. Unbalanced maternal nutrition differentially impacted lipid metabolism and phenotypic expression in male and female offspring [17,18]. For this reason, the current study only focused on female offspring. The specific study design is shown in Figure 1. At the end of the experimental period (32 weeks of age), female mice (*n* = 8/group) were sacrificed. After 10 h of fasting, the mice were anesthetized (ketamine 100 mg/kg i.p., Pharmacia and Upjohn Ltd., Crawley, UK), and blood samples were collected from the intraorbital retrobulbar plexus Adipose tissue of the offspring was quickly collected and stored at −80 °C for further analysis.

### 2.2. Serum Chromium Levels

Serum chromium levels in mothers (at weaning) and in the offspring at 32 weeks were determined using an atomic absorption spectrometer (Atomic Absorption Spectrophotometer, Hitachi, Japan).

### 2.3. Measurement of Body Weight and Food Intake

The body weight of the offspring was recorded at birth, 3 weeks, and 32 weeks of age. Food consumption of the offspring was recorded at 32 weeks. Food consumption was quantified by subtracting the amount of food remaining at the end of the week from the total amount of food given at the beginning of the week. The average amount of food consumed per mouse was determined by dividing the total amount consumed by the number of mice.

### 2.4. Measurement of Serum Leptin, Adiponectin and Inflammatory Factors

Serum concentrations of leptin, adiponectin, tumor necrosis factor-α (TNF-α), interleukin-6 (IL-6), monocyte chemotactic protein 1 (MCP-1), and interleukin-1β (IL-1β) were measured using enzyme-linked immunosorbent assay (ELISA, Abcam, Cambridge, MA, USA).

### 2.5. Measurement of Serum Oxidative Stress and Antioxidant Markers

Malondialdehyde (MDA) concentration and reduced/oxidized glutathione (GSH/GSSG) were measured using thiobarbituric acid (TBA) and Thiol Green Indicator fluorometric method (Abcam, Cambridge, MA, USA) as oxidative stress and antioxidant markers, respectively.

### 2.6. Measurement of Serum Total Cholesterol (TC), Triglyceride (TG), High-Density Lipoproterin Cholesterol (HDL), and Low-Density Lipoprotein Cholesterol (LDL)

Serum TC, TG, HDL, and LDL concentrations were determined using an enzyme end-point method via a commercial kit (Roche Diagnostics, GmbH, Mannheim, Germany).

### 2.7. Measurement of Adipose Tissue Weight

At 32 weeks, mice were sacrificed and retroperitoneal, mesenteric, and ovarian fat were carefully removed and weighed. The adiposity index (AI) was computed as followings [19],

(1) $$\text{AI}=\frac{\text{sums of mass from all three fat sources}}{\text{total body mass}}$$

### 2.8. Methyl-DNA Immunoprecipitation and Microarray Hybridization

Fat collected from three CC mice and LC mice was used for methyl-DNA immunoprecipitation (MeDIP) experiment. Genomic DNA (gDNA) was extracted from fat samples using a DNeasy Blood & Tissue Kit (Qiangen, Fremont, CA, USA). The purified gDNA was then quantified and quality was assessed using Nanodrop ND-1000 (NanoDrop Technologies, Wilmington, DE, USA). To perform the MeDIP experiment, first, gDNA was sonicated into random 200–1000 bp pieces. Next, 1 µg of fragmented DNA was used for immunoprecipitation with mouse monoclonal anti-5-methylcytidine (Diagenode, Liege, Belgium) at 4 °C overnight. To recover the immunoprecipitated DNA fragments, anti-mouse IgG magnetic beads (ThermoFisher Scientific, Carlsbad, CA, USA) were added and incubated for an additional 2 h at 4 °C with agitation. Then, immunoprecipitated methylated DNA and input gDNA was labeled with Cy5 and Cy3 fluorophores, respectively. Labelled DNA was hybridized to the Arraystar Mouse ReqSeq Promoter Array (Agilent, Waldbronn, Germany). This array contained all well-characterized RefSeq gene (approximately 22,327 genes) promoter regions (from −1300 bp to 500 bp transcription start sites (TSSs)). 

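The array design in the deposited files held 174638 promoter probes and 5827 control features. The probes were 45 to 60 bases long, and 49.9% of them were 45 bases long. Their positions are given in mm9 coordinates on 21 chromosomes, without gene names or probe sequences, so that the results are reported by promoter region and not by gene. A promoter region was taken as a run of probes whose starts lay at most 500 bp apart. After 362 probes marked as outliers on any array were left out, 174276 probes in 25078 regions remained. Of these, 22584 regions held at least 3 probes, with a median of 8 probes and a median length of 1616 bp. The median distance between neighboring probe starts within a region was 209 bp.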

Finally, arrays were washed and scanned with an Agilent Scanner G2505C (Agilent Technologies, Waldbronn, Germany). After normalization, methylation peaks in the raw data were analyzed using SignalMap software (Roche Diagnostics, GmbH, Mannheim, Germany). We computed the modified Kolmogorov–Smirnov test on the adjacent probes using sliding windows to predict enriched regions across the array. 

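The Kolmogorov–Smirnov (KS) test asks whether the probes in a window rank lower or higher than expected among all probes of the array. The window length is not named in the text, and a window of 750 bp centered on each probe was used here. For each probe the difference between the mean log2(MeDIP/input) of the LC arrays and that of the CC arrays was ranked among all probes. Windows with at least 3 probes were scored by the −log10 of the exact one-sided p, and a peak was at least 2 adjacent probes with a score of at least 2. Nearly every scored window held exactly 3 probes (117224 of 117228 windows). The score treats probes as the sampling unit and does not contain the spread between mice. When the differences were shuffled over the probe positions 20 times, between 143 and 185 regions had a hypomethylated peak and between 154 and 193 had a hypermethylated peak. In simulated data, 200 regions were shifted by 0.50 on the log2 scale in such shuffled differences. There the search found 154 of the shifted regions and 327 regions that had not been shifted.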

To separate strong CpG islands from weak CpG islands, promoters were categorized into three levels: high CpG promoters/regions (HCP), intermediate CpG promoters/regions (ICP) and low CpG promoters/regions (LCP) [20].

### 2.9. Differential Methylated Genes Pathway Analysis

To determine the biological meaning to the differentially methylated genes, the subset of methylated genes was analyzed by applying the Gene Ontology (GO) classification system and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways database using DAVID (Database for Annotation, Visualization and Integrated Discovery) software [21].

### 2.10. Bisulfite Sequencing (BSP)

Bisulfite modification was performed with the EZ DNA Methylation Kit (Zymo Research, Hiss Diagnostics, Germany). The converted DNA was then amplified by PCR with primers detailed in Table 1. Primers were designed using Methyl Primer Express Software version 1.0 (Applied Biosystems, Foster City, CA, USA). PCR products were purified using agarose gels (Invitrogen, Carlsbad, CA, USA) and ligated to the pMD18-T Vector (Takara, Shiga, Japan). The plasmids were then purified using the PureLink Miniprep kit (Invitrogen, Thermo Scientific Inc., Waltham, MA, USA). Positive clones were confirmed by PCR, and a minimum of 10 clones from each mouse (*n* = 8 mice/group) were sequenced using ABI PRISM 7700 Sequence Detection (Applied Biosystems, Foster City, CA, USA). Sequence analysis was performed using QUMA [22].

### 2.11. Quantitative Real Time RT-PCR

The data (*n* = 8/group) were further analyzed for the expression of BSP-validated genes and downstream genes. The total RNA was prepared from fat stored at −80 °C using the Qiagen RNeasy Mini Kit (Qiagen, Germantown, MD, USA). cDNA was synthesized from the reverse transcription of the total RNA using an oligodesoxythymidine primer and the TakaRa RT kit (Takara, Shiga, Japan). The experimental real-time PCR signals were normalized to that of *Gadph* gene. Real-time amplification was performed using the ABI 7900 thermocycler (Applied Biosystems, Foster City, CA, USA). The fold change was calculated using the comparative Ct method. The primer sequences for quantitative real-time PCR are shown in Table 2.

### 2.12. Statistical Analysis

Results are shown as means ± SD; *n* represents the number of mice analyzed. Unpaired Student’s *t* test was used to compare the two groups, and one-way *ANOVA* followed by Tukey’s post hoc test was used when more than two groups were analyzed. For GO and KEGG pathway analysis, Fisher’s exact test was used. A *p* value < 0.05 was considered significant. Prism version 5.0 (GraphPad Software Inc., San Diego, CA, USA) was used for statistical analysis. 

## 3. Results

### 3.1. Maternal Body Weight and Serum Chromium Differences

By the end of lactation, there was no significant difference in maternal body weight between the C dams and L dams (Table 3). As expected, the serum chromium levels were significantly decreased in the L group when compared to the C group (*p* < 0.01, Table 3).

### 3.2. Effects in Offspring

#### 3.2.1. Effects of Maternal Low Chromium Diet on Serum Chromium Level, Body Weight, Food Intake, and Fat Pad Weight in Offspring

At week 32, serum chromium levels were lower in the LL and CL groups when compared to the CC group (*p* < 0.01, Figure 2a). Serum chromium levels in the LC group returned to normal (Figure 2a). The birth weight of L group and C group offspring were comparable (Figure 2b). At weaning, there was still no significant difference in body weight between L and C group (Figure 2c). Although food intake was comparable between the groups (Figure 2e), body weight in the LL group and the CL group were higher than those in CC group at 32 weeks of age (*p* < 0.05, Figure 2d). The body weights of the LC group were higher than those of CC group (*p* < 0.05, Figure 3d). At 32 weeks of age, body fat pad weights were significantly higher in the LL and CL group offspring when compared to those of the offspring from the CC group (*p* < 0.01, Figure 2f). Rehabilitation of low chromium diet dams (LC group) did not correct fat pad weight (*p* < 0.01, Figure 2f).

#### 3.2.2. Effects of Maternal Low Chromium Diet on Serum Lipid Profile in Offspring

Serum TG levels were significantly higher in the LL and LC groups’ offspring when compared to those of the CC group (Figure 2h, *p* < 0.05). LDL in the LL group was higher than the CC group (*p* < 0.05, Figure 2j). However, LDL levels were corrected in the LC group. At 32 weeks of age, serum TC and HDL were not significantly different among the offspring across all groups (Figure 2g,i).

#### 3.2.3. Effects of Maternal Low Chromium Diet on Serum Adiponectin, Leptin, and Pre-Inflammation Cytokines in Offspring

There was no significant differences among the groups in serum adiponectin, leptin, IL-6, and IL-1β values at 32 weeks of age (Figure 2k,l,n,o). Only serum TNF-α levels were significantly higher in the LL, LC, and CL groups when compared to that of the CC group (Figure 2m, *p* < 0.05).

#### 3.2.4. Effects of Maternal Low Chromium Diet on Serum Oxidative Stress and Antioxidant Markers in Offspring

Serum MDA levels were significantly higher in the LC and LL group when compared to that of the CC group at 32 weeks of age (Figure 2p, *p* < 0.01 and *p* < 0.05, respectively). There was no significant difference among the groups in serum GSH (Figure 2q). Serum GSSG levels were significantly higher in LC, CL, and LL groups than that in CC group (Figure 2r, *p* < 0.01). Thus, serum GSH/GSSG ratio was significant lower in LC, CL, and LL groups than CC group (Figure 2s, *p* < 0.01).

#### 3.2.5. Effects of Maternal Low Chromium Diet on Genome-Wide DNA Methylation in Adipose Tissue Collected from Offspring

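Genomic DNA from adipose tissue of 3 LC mice and 3 CC mice was examined at 32 weeks of age. The dams of the LC mice received 0.14 mg chromium per kg of diet and those of the CC mice 1.19 mg/kg, and both groups received 1.19 mg/kg after weaning at 3 weeks. Methylated DNA was enriched with an antibody (MeDIP) and labeled with Cy5, and unenriched input DNA of the same mouse was labeled with Cy3, so that each mouse had 1 array and a higher Cy5/Cy3 ratio stands for more methylation. The deposited scanner files give, for each probe, the background-subtracted signal of each dye after scaling by 1 linear factor per dye. From these signals the log2(MeDIP/input) was computed and centered on the median of each array, with no further normalization, because the text does not name the normalization used.

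The median input signal above local background was 133 ± 32.5 (SD, n = 3) intensity units on the LC arrays and 296 ± 49.6 (SD, n = 3) on the CC arrays. The highest LC array was at 169 and the lowest CC array at 239.5 (exact two-sided permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The median MeDIP signal was 130.5 ± 12.8 (SD, n = 3) on the LC arrays and 169 ± 42.6 (SD, n = 3) on the CC arrays, and the groups overlapped (exact permutation test, p = 0.2). CC replicate 3, at 218, was scanned in this channel at a detector voltage of 306 V against 279 V for all other arrays, so that its raw signal is not on the same scale, and CC replicates 1 and 2 were at 146.5 and 142. Taken by replicate number, the median MeDIP signal was lower on the LC array for numbers 1 and 2, which were scanned at the same voltage. Number 3 cannot be compared in this way, and CC replicate 3 also enters the CC mean and the permutation test. LC replicates 1 and 2 were at 143.5 and 130. In the input channel, 89.1% to 94.4% of the probes were well above background on the LC arrays and 96.8% to 97.6% on the CC arrays. In the MeDIP channel the range was 75.95% to 76.35% on the LC arrays and 74.92% to 75.86% on the CC arrays. There the LC arrays were the higher ones (exact permutation test, p = 0.1). All LC arrays lay at position 1 of their slide and all CC arrays at position 3, so that position and group cannot be told apart. Replicates 1 of both groups were scanned on 1 slide, as were replicates 2, and replicates 3 were scanned on separate slides on the same day. The log2(MeDIP/input) of the promoter regions correlated across regions at 0.977 to 0.990 between LC arrays, 0.993 to 0.994 between CC arrays and 0.956 to 0.988 between LC and CC arrays. Regions are not independent replicates, and the number of arrays limits the precision of each value.

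**Figure D1:**
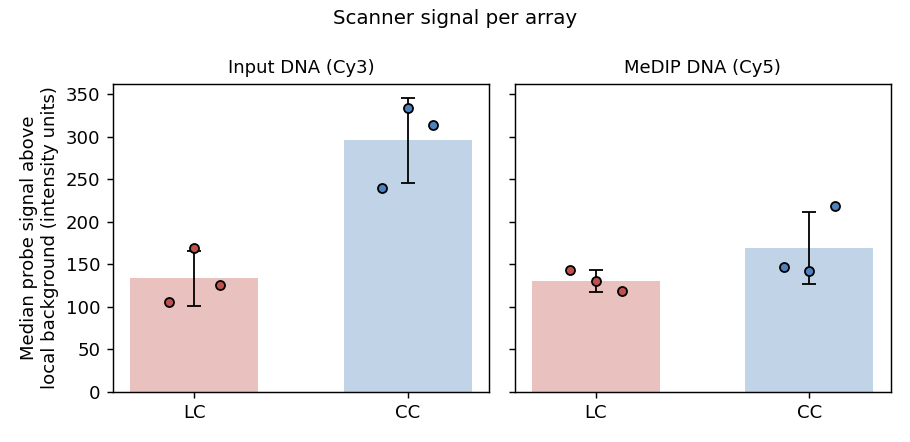
Median probe signal above local background in intensity units (y axis) for the input channel (left) and the MeDIP channel (right) of the LC and CC arrays. Points are arrays, bars are group means and error bars are SDs (n = 3). In the input channel the LC arrays lie between 105 and 169 and the CC arrays between 239.5 and 333.5.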

First, we obtained a CpG promoter methylation profile of the LC group and compared it to that of the CC group (GEO database: GSE82030). This comparison showed that 4.8% (1214 *loci*) of promoters in 1145 genes were hypomethylated in the LC group, particularly on chromosomes 2, 4, 5, 7, 9, 11, and 17, which have more promoters with differential methylation (Peak Score > 2). In contrast, fewer promoters showed a trend toward hypermethylation in the LC group, just 1.8% (411 *loci*) of promoters (Figure 3a). 

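With the KS peak search on the group means, 925 of the 22584 promoter regions had a hypomethylated peak in the LC group, or 4.10% of the regions. The median LC minus CC difference over the probes of these peaks was -0.46 in log2(MeDIP/input), and the smallest was -0.21. Of the probes in hypomethylated peaks, 97.4% were 45 bases long. By limma's moderated test on the region means, which contains the spread between mice, 528 of the 925 regions (57.1%) were also lower in LC with a Benjamini-Hochberg adjusted p under 0.05. The peaks and this test rest on the same differences between the group means, so that the overlap is not independent evidence, and it is 0 with the replicate number as a block and without CC replicate 1 or CC replicate 3, where limma called 0 regions. The count moved most with a stricter peak score of 3, under which 160 regions remained, and with the authors' processed values it was 1983. A peak is a difference in the ratio, which either channel can bring about. The same search gave 741 lower and 612 higher regions on the unenriched input channel alone. On the MeDIP channel alone it gave 411 lower and 240 higher, a total of 651, while other splits of the arrays gave up to 862. The counts therefore cannot be read as changes in methylation alone.

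Chromosome 2 held the most hypomethylated regions, with 90 of the 1905 regions tested on it (4.72%), followed by chromosomes 5 with 69, 11 with 67 and 4 with 65. Chromosome 7 had 51 among 2088 regions (2.44%), chromosome 9 had 54 among 1272 (4.25%) and chromosome 17 had 46 among 1098 (4.19%). Taken as a set, chromosomes 2, 4, 5, 7, 9, 11 and 17 held 442 hypomethylated regions among 10734 (4.12%), and the other 14 chromosomes held 483 among 11850 (4.08%), which did not differ by Fisher's exact test (two-sided, p = 0.893). They held 47.8% of the hypomethylated regions and 47.5% of all regions tested. Tested one by one against the rest of the genome, with adjustment over 21 chromosomes, chromosome 12 had a higher share (6.69%, adjusted p = 0.00817, Fisher's exact test), while chromosomes 6 (2.66%, adjusted p = 0.0407), 7 (adjusted p = 0.000585) and X (1.99%, adjusted p = 0.00332) had lower shares. By the same test, hypermethylated shares were higher on chromosomes 7 (83 regions, 3.98%, adjusted p = 2.22e-06) and X (3.66%, adjusted p = 0.0164). They were lower on chromosomes 11 (1.08%, adjusted p = 0.00456) and 15 (0.47%, adjusted p = 0.000703). These tests count regions, not mice, and they take a peak as a difference in the ratio from either channel. From its counts per chromosome, the paper states that the hypomethylated promoters lay in particular on the chromosomes it names (Figure 3a).

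**Figure D2:**
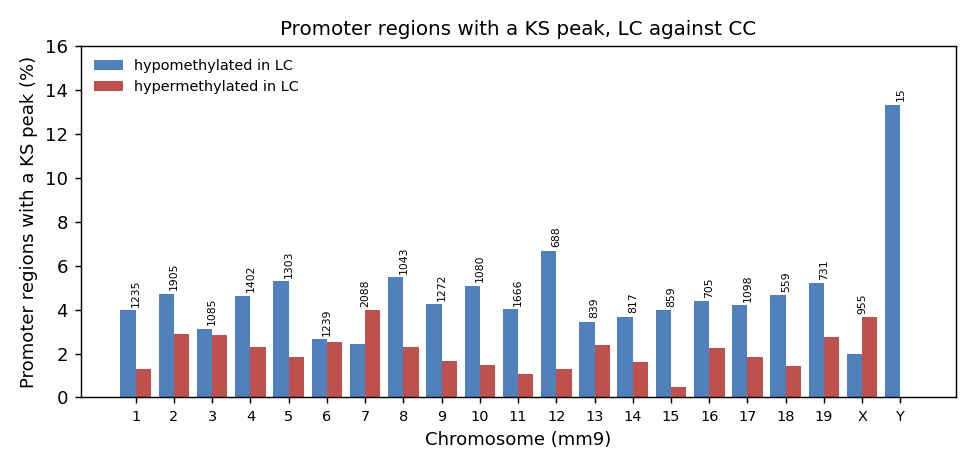
Percent of the tested promoter regions of each chromosome (x axis, mm9) with a hypomethylated (blue) or hypermethylated (red) KS peak in LC against CC (y axis). The number above each pair of bars is the number of regions tested, which is 15 on chromosome Y and 2088 on chromosome 7. The hypomethylated share is 4.72% on chromosome 2 and 2.44% on chromosome 7.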

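The same search gave 496 promoter regions with a hypermethylated peak in the LC group (2.20%), and 3 regions had peaks of both kinds. The median LC minus CC difference over the probes of the hypermethylated peaks was 0.36. Probes of 60 bases made up 47.6% of the probes in these peaks and 13.2% of all probes. After normexp background correction the order of the counts reversed, with 763 hypomethylated and 847 hypermethylated regions. From the lower count of hypermethylated than of hypomethylated promoters, the paper states that fewer promoters showed a trend toward hypermethylation.

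Per promoter region, limma called 1997 regions lower and 2304 higher in LC at an adjusted p under 0.05, so that 46.4% of the calls were lower. The split depended on the scaling of the arrays. Lower calls were 66.6% of 1557 calls after quantile normalization, 67.1% of 2142 after loess, 76.1% of 1303 with the same spread on every array and 24.6% of 6191 after normexp. With the replicate number as a block, which is also the scan day, limma called 0 regions (smallest adjusted p = 0.0508), while 3739 lower and 4521 higher regions had an unadjusted p under 0.05. Limma also called 0 regions without CC replicate 1 (2935 lower and 3182 higher at an unadjusted p under 0.05) and without CC replicate 3 (2962 lower and 3922 higher). Per probe, 7471 were lower and 3052 higher. This split reversed after normexp (14284 lower and 23467 higher), and 0 probes were called when any 1 of the CC arrays was left out.

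The regions below are, of those called, the ones with the largest differences whose LC arrays all lay on one side of the CC arrays. The exact two-sided permutation test gives p = 0.1 for each of them, the smallest p possible with 3 arrays against 3. The files do not pair them with genes. A region on chromosome 10 of mm9 from 85334569 to 85335036, with 3 probes, had a log2(MeDIP/input) of -0.32 ± 0.22 (SD, n = 3) in LC and 0.53 ± 0.01 (SD, n = 3) in CC. The difference was -0.84 (standard error 0.09, limma adjusted p = 0.0178). With each channel centered on its own median, so that the channel differences do not add up exactly to that of the ratio, the LC minus CC difference was 0.79 in the input channel and -0.09 in the MeDIP channel. A region on chromosome 2 from 152223283 to 152223927, with 3 probes, was at -1.03 ± 0.23 (SD, n = 3) in LC and -0.34 ± 0.08 (SD, n = 3) in CC. The difference was -0.69 (standard error 0.10, limma adjusted p = 0.0178), and the channels taken alone differed by 0.64 (input) and -0.09 (MeDIP). Among regions higher in LC, one on chromosome 11 from 82854665 to 82855121 was at 0.51 ± 0.43 (SD, n = 3) in LC and -0.14 ± 0.08 (SD, n = 3) in CC (limma adjusted p = 0.0301). Its difference of 0.65 fell to 0.40 without LC replicate 1, which was at 1.00 against 0.23 and 0.30 in the other LC replicates. None of its 3 probes was well above background in the input channel on all 6 arrays, and its difference changed sign after normexp (-0.10) and in the authors' processed values (-0.03). In each group, 1 of these probes in the input channel and 2 in the MeDIP channel were not well above background on any array of the group, so that the levels and the difference are limited by background in both channels and are not a bound in either direction. A region on chromosome X from 73509577 to 73510041 was at -0.31 ± 0.13 (SD, n = 3) in LC and -0.86 ± 0.06 (SD, n = 3) in CC. The difference was 0.55 (standard error 0.07, limma adjusted p = 0.0178), and the channels taken alone differed by -0.38 (input) and 0.13 (MeDIP). Of its 3 probes, 1 was not well above background in the input channel on any LC array, and in each group 1 was not well above it in the MeDIP channel on any array of the group, so that its levels and difference are also limited by background.

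**Figure D3:**
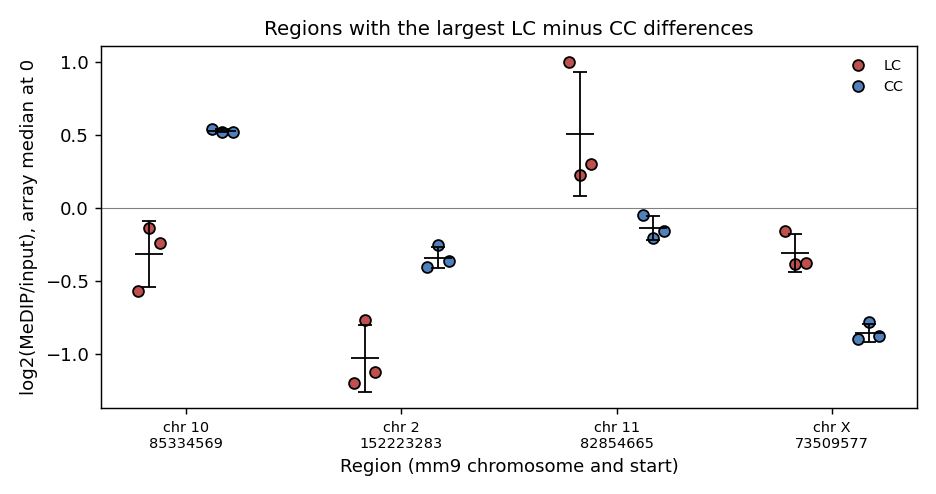
log2(MeDIP/input) with each array's median at 0 (y axis) in 4 promoter regions named by mm9 chromosome and start (x axis). Points are arrays, horizontal bars are group means and error bars are SDs (n = 3). On chromosome 10 the LC mean is -0.32 and the CC mean 0.53. On chromosome 11 the LC mean is 0.51 and the CC mean -0.14, a difference that changes sign after normexp and in the authors' processed values.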

Among the hypomethylated promoters, 963 (79.3%) were located in HCP, 188 (15.5%) in ICP, and 63 (5.2%) in LCP. And among hypermethylated promoters, 73 (17.8%) were located in HCP, 90 (21.9%) in ICP, and 248 (60.3%) in LCP (Figure 3b).

#### 3.2.6. Functional Analysis Using DAVID

Next, functional analysis of hypomethylated genes was performed. Function analysis revealed that hypomethylated genes were involved in the regulation of transcript, transcription, chromatin organization, and so on (Table 4, Figure 4). Biological pathway impacted by hypomethylated genes include gap junction and the mitogen-activated protein kinase (MAPK) signaling pathway (Table 5). Figure 5 and Table 6 illustrate that the MAPK signaling pathway in the LC group affected genes exhibiting promoter hypomethylation in the LC group; this was in contrast to what was observed in the CC group.

#### 3.2.7. Bisulfite Sequencing (BSP)

Bisulfite Sequencing (BSP) on four hypomethylated promoters was performed. Five to 35 CpGs for each gene were involved in the analysis. The methylation percentages of these promoters are shown in Figure 6a–e. Mitogen-activated protein kinase kinase kinase 4 (*Map3k4*), mitogen-activated protein kinase kinase kinase 5 (*Map3k5*), mitogen-activated protein kinase 14 (*Mapk14*), and TGF-β-activated kinase 1/MAP3K7 binding protein 2 (*Tab2*) were significantly hypomethylated in the LC group, compared to the CC group (*p* < 0.05). This result confirmed the results acquired using the DNA methylation array.

#### 3.2.8. Real-Time RT PCR Assay for BSP-Validated Hypomethylated Genes and Downstream Genes

To explore whether hypomethylated promoters can affect gene expression, the expression of four genes (*Map3k4*, *Map3k5*, *Mapk14*, and *Tab2*) regulated by these hypomethylated promoters and two downstream genes (*Atf2*, *Pparg*) was analyzed by real-time PCR. The results showed that the LC group had significantly high expression levels of *Map3k4*, *Map3k5*, *Mapk14*, *Tab2*, *Atf2*, and *Pparg* compared to CC group (*p* < 0.01, Figure 6f).

## 4. Discussion

Most importantly, in this study we found that body weight was comparable among the different groups at birth and at 3 weeks of age. However, at 32 weeks, pups from low chromium diet dams were heavier than those of the control group. Switching to the control diet did not correct the body weight increase. Other studies have reported that maternal chromium restriction significantly increased body weight from 12 months of age. Rehabilitation regimes did not correct the change [16]. It has also been reported that dietary vitamin B_12_ restriction increased body weight from weaning [23].

In our study, food intake was comparable among all groups at 32 weeks. However, maternal chromium restriction increased fat pad weight in offspring at 32 weeks of age. Reversing the diet did not correct this change. Venu et al. found that offspring from vitamin-restricted dams had a significantly higher percentage of body adipose from day 100 [24].

In addition, maternal chromium restriction may increase serum TG and LDL in offspring at 32 weeks of age; reversing the diet corrected LDL levels only. Other groups have found that maternal vitamin or chromium restriction may also significantly increase circulating triglyceride levels [16,24].

Moreover, maternal chromium restriction may increase serum TNF-α levels. TNF-α modulates lipid metabolism and is associated with obesity. The long-term effect of maternal magnesium restriction increases plasma TNF-α in offspring at 18 months [25]. Several groups found that maternal protein restriction upregulated TNF-α expression in the liver and spleen, and increased serum TNF-α from fetal age to adulthood [26,27,28]. 

Early nutritional exposures can affect later disease risk through the epigenomic changes (DNA methylation, histone modifications, and so on). Although these epigenomic changes do not directly affect the DNA nucleotide sequence, it can be passed on to subsequent generations [8]. DNA methylation, which usually occurs at cytosines within CpG islands, is a key regulator in gene transcription. CpG islands are usually located in or near the promoters of the genes [29,30]. The DNA methylation changes in promoter regions are negatively related to gene expression [31].

After genome-wide screening for differentially methylated promoters, we found that MAPK signaling was located at the center of many different methylated genes (Figure 7), such as *Map3k4*, *Mapk14*, *Map3k5*, *Tab2*. MAPKs can regulate many cellular processes, such as normal cell proliferation, differentiation, and apoptosis [32]. More and more evidence shows that MAPK-dependent signal transduction is related to adipogenesis [33,34]. The MAPK family consists of three main members: extracellular signal-regulated protein kinases (ERKs), c-Jun N-terminal kinases (JNKs), and p38 kinases. Inflammatory cytokines and many other cellular stresses may activate the p38 MAPK pathway. The p38 MAPK takes part in apoptosis and cell cycle regulation [35]. Transforming growth factor-β-activated kinase 1 (TAK1) belongs to the MAPK family [36]. TAK1 activity is regulated by TAB1, TAB2, TAB3, and TAB4 [37,38]. The activated TAK1 induces the activation of p38 MAPK. Liu et al. found TNF-α markedly promotes the interaction between TAB2 and TAK1, leading to the phosphorylation of p38 MAPK. Pre-treatment with docosahexaenoic acid (DHA) can block the interaction between TAB2 and TAK1 and can attenuate the TNF-α-induced phosphorylation of ERK [39]. We found that maternal low chromium diet could lead to the demethylation of TAB2 and p38, and activation of *Tab2* and p38 expression. Finer et al. found that maternal gestational diabetes leads to genome-wide DNA methylation difference in the placenta and cord blood of exposed offspring. Pathways involved in MAPK signaling are enhanced in methylation genes [40]. *Nyggf4*, which is a newly discovered obesity candidate gene, may regulate the methylation levels of various isoforms of the MAPK subfamily [41].

MAPK family is sensible to imbalance of antioxidant system [42]. Our research found that maternal chromium restriction increased serum MDA level and reduced GSH/GSSG ratio in offspring. Indeed, the measurement of oxidative stress and antioxidant markers is often disturbed by interference from the assay or overestimation derived form stressing analysis conditions. However, MDA is an end-product of lipid hydroperoxide and a widely used marker of the status of oxidative stress [43]. And GSH is a critical antioxidants in vivo. It can neutralize reactive oxygen species through converting to GSSG. Reduction of the GSH/GSSH ratio is an important biomarker of oxidative stress [44]. Saben et al. identified pathways affected by oxidative stress significantly increased in placenta from obese women [45]. Maternal low protein diet increases oxidative stress and reduces anti-oxidant enzyme activity in placenta and fetal livers of rats [46]. Oxidative stress is one mechanism programming offspring metabolic outcomes.

P38 MAPK can activate PPARγ through activating transcription factor-2 (ATF-2) [47,48]. PPARγ is a key transcription factor medicating adipocyte differentiation [49]. Our result also showed that maternal chromium restriction activate the expression of *Atp2* and *Pparg* in adipose of mice offspring. Activated *Pparg* induces the expression of lipolytic (lipoprotein lipase) and lipogenic (fatty acid synthase) enzymes, which modulate fatty acid uptake and synthesis [50,51]. Increased PPARγ levels are observed in the adipose tissue of obese animals and humans [52,53,54]. Ahmad et al. found a significant upregulation of hepatic PPARγ expression in 12 months old rat pups born to vitamin B12-deficient mothers [55].

## 5. Conclusions

In summary, this study is the first to demonstrate a linkage among maternal low chromium diet, the regulation of methylation levels in MAPK pathway genes, and dysfunctional lipid metabolism in offspring. This could lead to adipogenesis and lipogenesis and could contribute to an enhanced susceptibility to the development of obesity in later life. Identifying the biological underpinnings of these mechanisms could help us find early interventional treatments for offspring due to maternal undernutrition. Based on the results revealed by this study, the MAPK pathway genes methylation could be considered as a possible target to modulate the development of lipid dysfunction in the offspring born from mothers with chromium restriction diet during pregnancy.

## Figures and Tables

**Figure 1:**
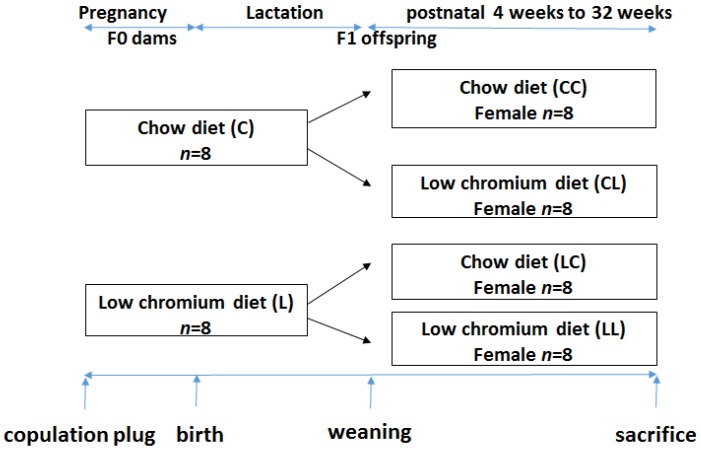
The timeline of the animal experiments.

**Figure 2:**
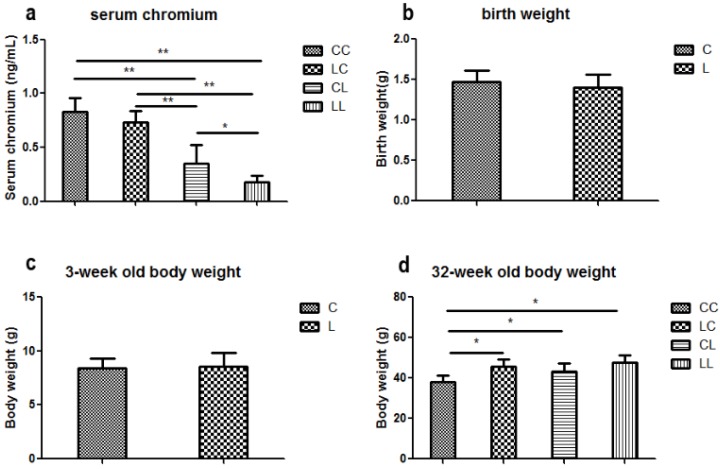

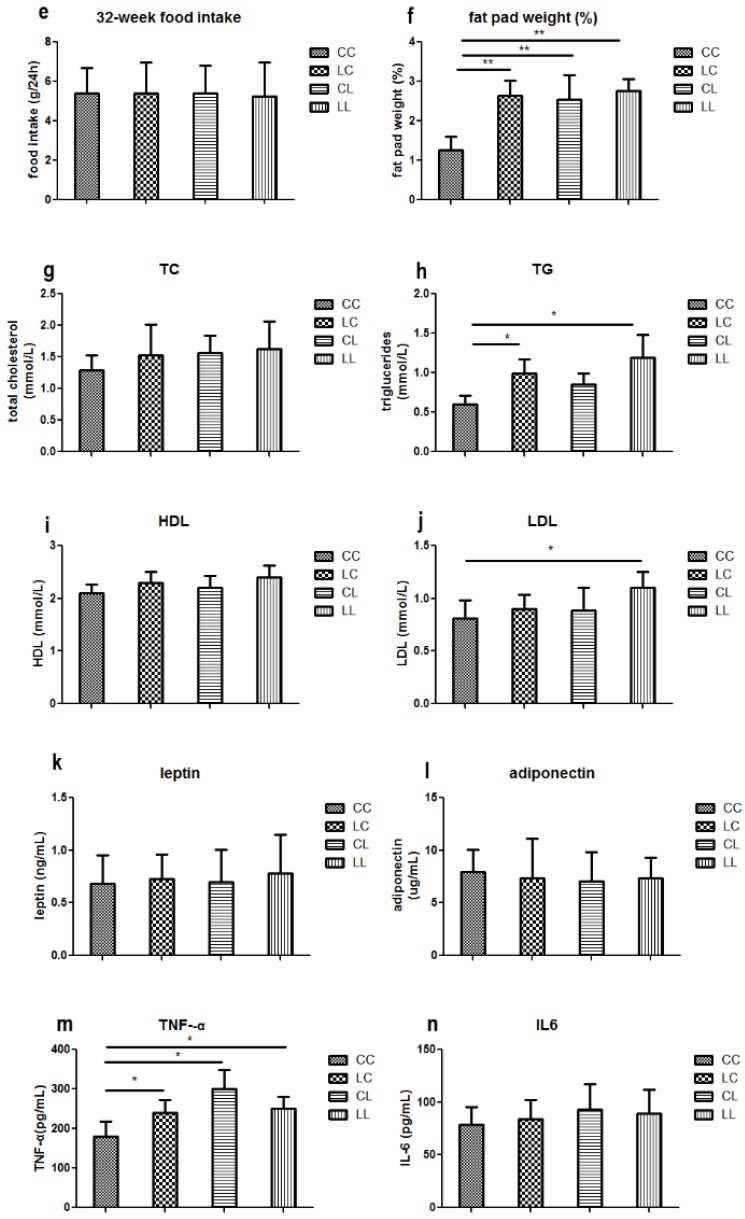

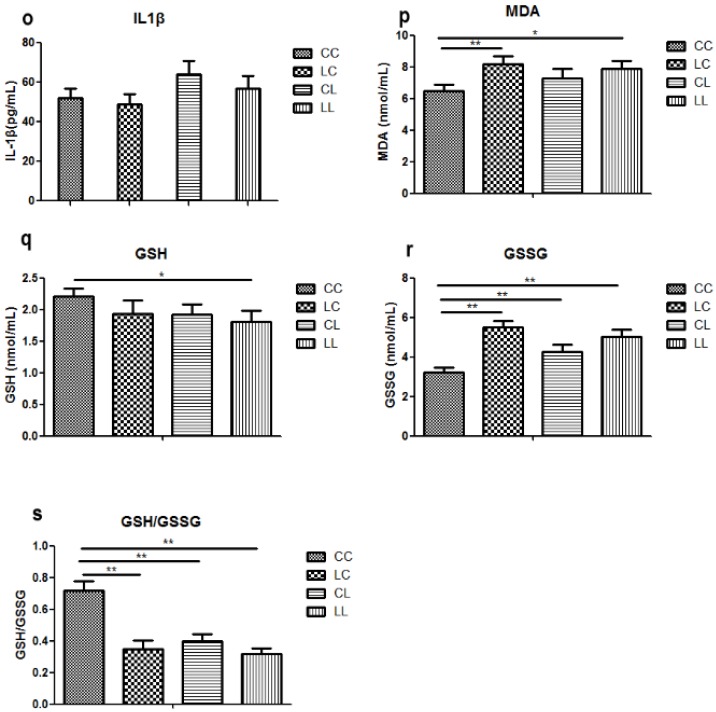
Effects of maternal low chromium diet on serum chromium (**a**); body weight (**d**); food intake (**e**); fat pad weight (**f**); serum total cholesterol (**g**); triglyceride (**h**); HDL (**i**) and LDL (**j**); leptin (**k**); adiponectin (**l**); TNF-α(m); IL-6 (**n**); IL-1β (**o**); MDA (**p**); GSH (**q**); GSSG (**r**); GSH/GSSG (**s**) at 32 weeks of age; birth weight (**b**) and weaning weight (**c**). Values are mean ± SD, *n* = 8 per group. * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
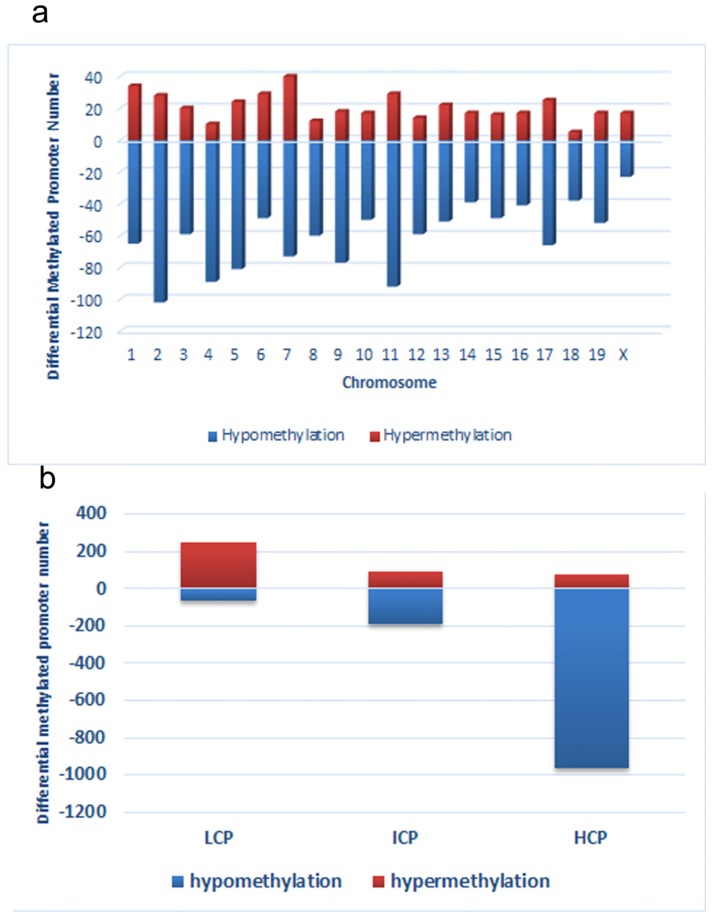
Distribution of differentially methylated promoters on chromosomes (**a**) and promoters with respect to the cytosine polyguanine (CpG) content (**b**), including high CpG promoters/regions (HCP), intermediate CpG promoters/regions (ICP), and low CpG promoters/regions (LCP)in low chromium diet-control diet (LC) group.

**Figure 4:**
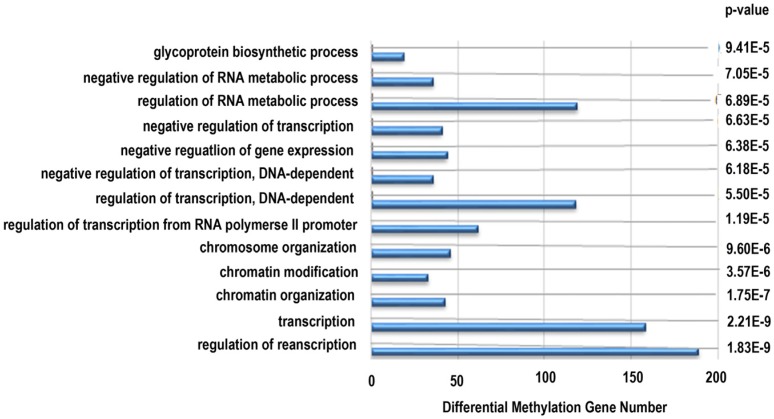
Gene ontology classifications in biology process for hypomethylated genes. The gene ontology (GO) term is on the *y*-axis, number of genes is on the *x*-axis, and the *p*-value indicating significance of enrichment is on the right side.

**Figure 5:**
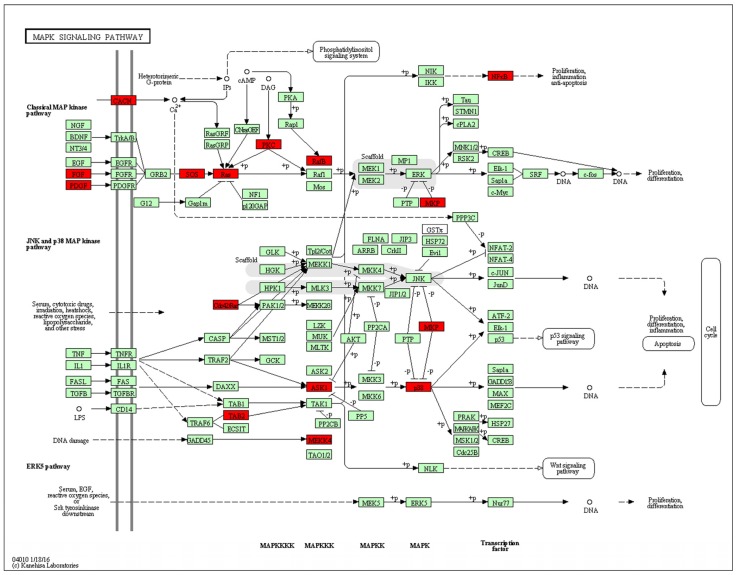
Promoter-specific DNA methylation of genes in the Kyoto Encyclopedia of Genes and Genomes (KEGG) mitogen-activated protein kinase (MAPK) signaling pathway. The red box indicates hypomethylated gene promoters and the map was provided by KEGG Pathway Database.

**Figure 6:**
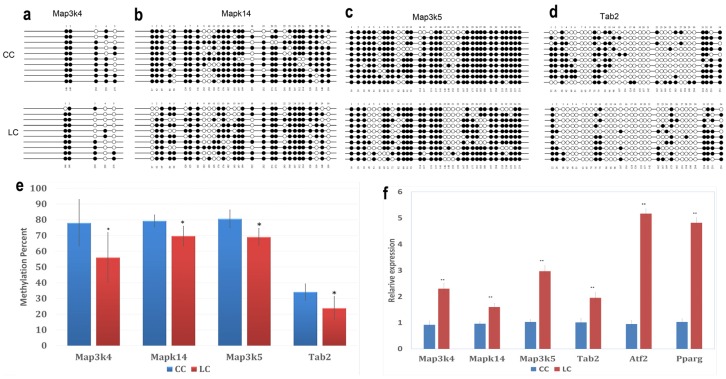
Effects of maternal low chromium diet on methylation of *Map3k4* (**a**); *Mapk14* (**b**); *Map3k5* (**c**); and *Tab2* (**d**) and relative expression (**f**) of genes in adipose of offspring. For bisulfite sequencing (BSP) results, white circles represent unmethylated CpGs, and black circles represent methylated CpGs (**a**–**d**); figure e shows the analysis of DNA methylation status. Values are expressed as means ± SD, *n* = 8 per group. For BSP, pooled DNA of eight mice adipose for each group is what we used for analysis. For each gene in each group, 10 clones randomly selected were analyzed and represent the average methylation level for the indicated genes. * *p* < 0.05, **p < 0.01, vs. CC. *Map3k4*: mitogen-activated protein kinase kinase kinase 4; *Mapk14*: mitogen-activated protein kinase 14; *Map3k5*: mitogen-activated protein kinase kinase kinase 5; *Tab2*: TGF-β-activated kinase 1/MAP3K7 binding protein 2; *Pparg*: peroxisome proliferator activated receptor gammas; *Atf2*: activating transcription factor 2.

**Figure 7:**
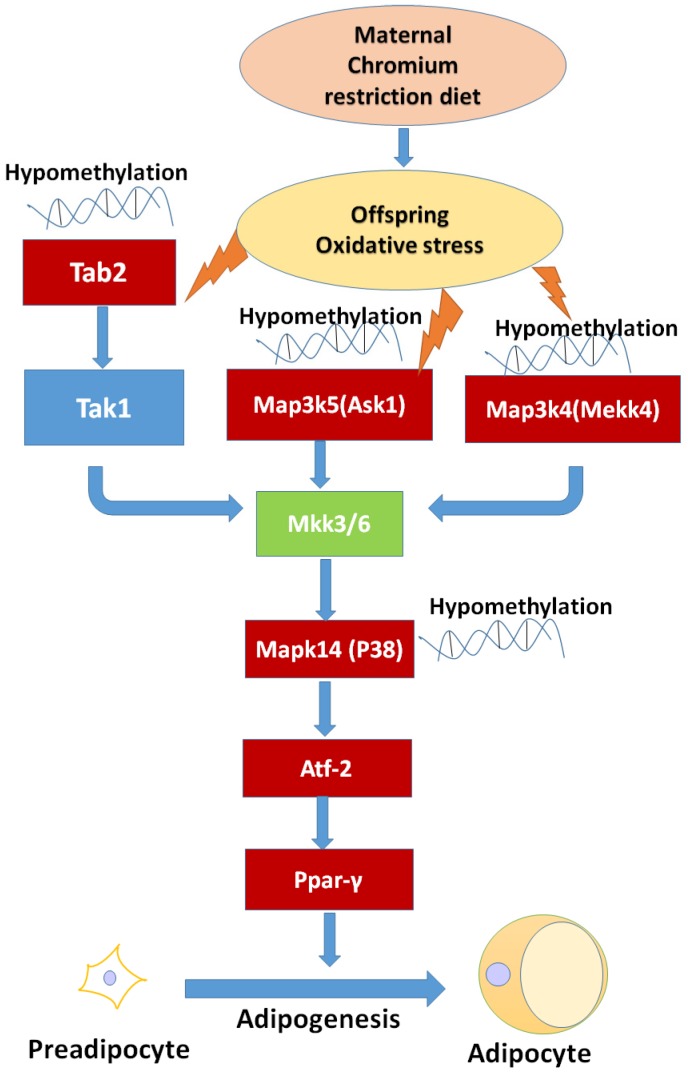
The possible mechanism of maternal chromium restriction on offspring. Maternal chromium restriction induces oxidative stress, then leads to hypomethylate in Map3k5 (Ask1), *Tab2*, Map3k4 (Mekk4), Mapk14 (p38 MAPK) promoter, activates Ppar-γ through Atf-2 to accelerate adipogenesis in adipose of mice offspring. The red box indicates hypomethylated gene promoters, and upregulated gene expression. Map3k4: mitogen-activated protein kinase kinase kinase 4; *Mapk14*: mitogen-activated protein kinase 14; *Map3k5*: mitogen-activated protein kinase kinase kinase 5; *Tab2*: TGF-beta activated kinase 1/MAP3K7 binding protein 2; *Tak1*: Transforming growth factor-β-activated kinase 1; *Ask1*: apoptosis signal-regulated kinase 1; Mkk3/6: mitogen-activated protein kinase kinase 3/6; *Pparγ*: peroxisome proliferator activated receptor gammas; *Atf2*: activating transcription factor 2.

**Table 1:** PCR Primers for bisulfite sequencing.

Gene	Accession Number	Primer Sequences (from 5′ to 3′)	Production Size	CpG Number
*Map3k4*	NM_011948	F: 5′-AATGATTGAAAGATGTTTTGTT-3′	303	5
		R: 5′-TTCATAAACTAAAACTCAAAATCTC-3′		
*Mapk14*	NM_001168513	F: 5′-GGAGTAAGTAGGGTGGTTTTGT-3′	382	30
		R: 5′-CAAACTTTACCCTACAACTCCTC-3′		
*Map3k5*	NM_008580	F: 5′-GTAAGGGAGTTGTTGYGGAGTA-3′	258	35
		R: 5′-AAAAAAACAAAACTTCCTCCTCTT-3′		
*Tab2*	NM_138667	F: 5′-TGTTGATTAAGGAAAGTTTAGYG-3′	252	34
		R: 5′-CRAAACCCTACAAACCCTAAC-3′		

PCR: Polymerase Chain Reaction; *Map3k4*: mitogen-activated protein kinase kinase kinase 4; *Mapk14*: mitogen-activated protein kinase 14; *Map3k5*: mitogen-activated protein kinase kinase kinase 5; *Tab2*: transforming growth factor-β (TGF-β)-activated kinase 1/MAP3K7 binding protein 2.

**Table 2:** Primer using in real time PCR.

Gene	Accession Number	Primer Sequences (from 5′ to 3′)	Production Size
*Map3k4*	NM_011948	F: 5′-ATTGGAGAAGGACAGTAT-3′	107
		R: 5′-ATAGTCTTGTGGTCGTTA-3′	
*Mapk14*	NM_001168513	F: 5′-TGTTCTGTCTATCTCACTTC-3′	75
		R: 5′-GAGGCACTTGAATGGTAT-3′	
*Map3k5*	NM_008580	F: 5′-AATAATGAAGTTGAGGAGAAGACA-3′	78
		R: 5′-AGAGGAAGCACCGAAGTT-3′	
*Tab2*	NM_138667	F: 5′-TATCAGTGCTTGGAATGG-3′	143
		R: 5′-GACCTTCTTAACGCTCAT-3′	
*Pparg*	NM_001127330	F: 5′-GCATCAGGCTTCCACTAT-3′	75
		R: 5′-CTTCAATCGGATGGTTCTTC-3′	
*Atf2*	NM_001025093	F: 5′-GGCGTTCAAGCAGGATTC-3′	106
		R: 5′-TGACACTGAGACCATAGCAATA-3′	

*Map3k4*: mitogen-activated protein kinase kinase kinase 4; *Mapk14*: mitogen-activated protein kinase 14; *Map3k5*: mitogen-activated protein kinase kinase kinase 5; *Tab2*: TGF-β-activated kinase 1/MAP3K7 binding protein 2; *Pparg*: peroxisome proliferator activated receptor gammas; *Atf2*: activating transcription factor 2.

**Table 3:** Body weight, fasting blood glucose and serum chromium level in dams at weaning.

Groups	C	L
Body weight (g)	23.1 ± 3.5	22.3 ± 3.4
Serum chromium (ng/mL)	0.89 ± 0.22	0.45 ± 0.09 **

C, control diet group; L, low chromium diet group. Values are mean ± SD, *n* = 8 per group. ** *p* < 0.01 vs. C.

**Table 4:** Annotation of LC group hypomethylated promoter genes (*p* value < 0.00001).

Term	Term Number	Count	*p*-Value	Fold Enrichment
Biological process	-	-	-	-
regulation of transcription	GO:0045449	189	$1.83\times 10^{-9}$	1.5015
transcription	GO:0006350	158	$2.21\times 10^{-9}$	1.5775
chromatin organization	GO:0006325	43	$1.75\times 10^{-7}$	2.4151
chromatin modification	GO:0016568	33	$3.57\times 10^{-6}$	2.4737
chromosome organization	GO:0051276	46	$9.60\times 10^{-6}$	2.0145
regulation of transcription from RNA polymerase II promoter	GO:0006357	62	$1.19\times 10^{-5}$	1.7807
regulation of transcription, DNA-dependent	GO:0006355	118	$5.50\times 10^{-5}$	1.4250
negative regulation of transcription, DNA-dependent	GO:0045892	36	$6.18\times 10^{-5}$	2.0679
negative regulation of gene expression	GO:0010629	44	$6.38\times 10^{-5}$	1.8987
negative regulation of transcription	GO:0016481	41	$6.63\times 10^{-5}$	1.9500
regulation of RNA metabolic process	GO:0051252	119	$6.89\times 10^{-5}$	1.4149
negative regulation of RNA metabolic process	GO:0051253	36	$7.05\times 10^{-5}$	2.0546
glycoprotein biosynthetic process	GO:0009101	19	$9.41\times 10^{-5}$	2.8731
Cellular componts	-	-	-	-
nuclear lumen	GO:0031981	86	$2.10\times 10^{-8}$	1.8592
intracellular organelle lumen	GO:0070013	101	$8.79\times 10^{-8}$	1.7017
organelle lumen	GO:0043233	101	$1.00\times 10^{-7}$	1.6972
endomembrane system	GO:0012505	58	$2.07\times 10^{-7}$	2.0695
membrane-enclosed lumen	GO:0031974	102	$2.64\times 10^{-7}$	1.6585
Golgi apparatus	GO:0005794	68	$3.70\times 10^{-7}$	1.9034
nucleoplasm	GO:0005654	57	$1.54\times 10^{-5}$	1.8165
Golgi apparatus part	GO:0044431	29	$2.07\times 10^{-5}$	2.4388
Golgi membrane	GO:0000139	20	$9.16\times 10^{-5}$	2.7868
Molecular Function	-	-	-	-
DNA binding	GO:0003677	167	$1.62\times 10^{-12}$	1.6952
transcription regulator activity	GO:0030528	113	$1.85\times 10^{-8}$	1.6939
transcription factor activity	GO:0003700	76	$1.22\times 10^{-6}$	1.7706
metal ion binding	GO:0046872	260	$8.05\times 10^{-5}$	1.2209
cation binding	GO:0043169	262	$8.06\times 10^{-5}$	1.2192

**Table 5:** KEGG pathway in LC group hypomethylated genes (*p* < 0.01).

Pathway Name	Pathway Term	Gene Count	Fold Enrichment	*p*-Value
Gap junction	mmu04540	11	2.6025	0.008845
MAPK signaling pathway	mmu04010	23	1.7660	0.009097

**Table 6:** LC group hypomethylation genes in MAPK signaling pathway (peak score > 2).

Gene Name	Accession	Chromosome	Peak to TSS	Promoter Classification	Peak Score	Peak M Value
Rac1	NM_009007	chr5	264	HCP	2.42	0.550
Rela	NM_009045	chr19	349	HCP	2.65	0.477
Prkcb	NM_008855	chr7	350	HCP	2.96	0.370
Cacna1h	NM_001163691	chr17	37	HCP	3.1	0.338
Map3k4	NM_011948	chr17	−422	HCP	3.48	0.334
*Tab2*	NM_138667	chr10	−175	HCP	3.68	0.312
Fgf3	NM_008007	chr7	336	HCP	2.08	0.305
Braf	NM_139294	chr6	105	HCP	2.48	0.265
Mapk14	NM_001168513	chr17	−833	HCP	3.38	0.259
Mapk14	NM_001168514	chr17	393	HCP	3.38	0.259
Fgf18	NM_008005	chr11	85	HCP	2.93	0.258
Map3k5	NM_008580	chr10	−291	HCP	2.6	0.254
Cacna2d3	NM_009785	chr14	−314	HCP	2.94	0.251
Pdgfa	NM_008808	chr5	−301	HCP	3.42	0.247
Fgf8	NM_010205	chr19	−231	HCP	2.59	0.218
Cacnb4	NM_001037099	chr2	145	ICP	2.27	0.169
Fgf11	NM_010198	chr11	117	ICP	2.11	0.144
Hras1	NM_001130444	chr7	−254	HCP	2.36	0.121
Sos1	NM_009231	chr17	−350	HCP	2.49	0.109
Cacna1g	NM_001177890	chr11	−401	HCP	2.15	0.060
1500003O03Rik	NM_019769	chr2	437	HCP	2.37	0.053
Dusp16	NM_130447	chr6	−410	HCP	2.18	0.038
Prkx	NM_016979	chrX	−253	HCP	2.22	0.035
Nfkb2	NM_001177370	chr19	−536	ICP	2.1	0.012

TSS, transcription start sites; Peak to TSS, the distance from the center of the peak to the TSS. (“-”: peak center in upstream of the TSS); Peak Score, the average of −log_10_*^p^*^−value^ from the probes within the peak. The score reflects the probability of positive enrichment. (cut-off = 2); Peak M Value, the median of log_2_^−ratio^ from the probes within the peak. The score reflects the methylation degree; HCP, high CpG promoters/regions; ICP, intermediate CpG promoters/regions; LCP, low CpG promoters/regions.

How the deposited data were processed for this re-analysis (not part of the article)

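MeDIP DNA and input DNA from adipose tissue of 3 LC and 3 CC mice were hybridized to 6 promoter arrays, with 1 mouse per array, MeDIP DNA in Cy5 and input DNA in Cy3 on every array and no dye swap. The authors deposited the scanner output of Agilent Feature Extraction 11.0.1.1 and a table of their own processed values. In the scanner output the intensity of each dye is given raw, as the median pixel brightness of the spot and of its local background, and as a processed intensity, which was background-subtracted with spatial detrending and multiplied by 1 linear factor per dye before the files were deposited. The deposited log10 ratio of Cy5 over Cy3 was used only to check the direction, and it correlated with the log2 ratio of the processed signals at 0.999 or more on each array. The authors' processed values are on a log2 scale. They correlated across probes at 0.866 to 0.905 with the log2 ratio of the same array, and neighboring probes correlated at 0.626 to 0.666 in them against 0.131 to 0.197 in the scanner values, so that the authors' log2 values were in part smoothed along the chromosome. The paper's text says only that normalization was done. Other columns used were flags of 0 or 1 for spots that were outliers, saturated or well above background, which belong to no scale.

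The main values were log2 of the processed Cy5 signal over the processed Cy3 signal, without control features and without probes marked as outliers on any array, centered on each array's median. No loess or quantile normalization was applied, since many promoters may shift one way on such arrays. The mean over the probes of a promoter region was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, LC minus CC, Benjamini-Hochberg adjustment, threshold 0.05). The same test was run per probe. Runs of adjacent probes stood in for promoters, since the files name no genes. KS peaks were searched on the group means as described beside the methods.

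The scripts were tested on simulated data. With 200 of 22584 regions shifted by 0.50 on the log2 scale and the spread of the real regions, limma recovered 172 of them (86.0%) and called 7 others. The noise was drawn independently for each region and array, so drifts shared by many regions of an array were absent. The shift was also large, since most real differences lay between -0.24 and 0.25. The recovery and the 7 other calls therefore do not carry over to the calls in the real data.

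The replicate numbers of the labels are shared by the groups. Replicates with the same number were scanned on the same day, and for numbers 1 and 2 on the same slide. The deviations of the arrays from their group means correlated across regions between the arrays of a number at -0.16, 0.11 and -0.0008, so that they did not move together in every pair. The labels do not say that a number marks a shared litter or day. The blocked fit is given because the scan day is a batch that holds both groups.

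Regions were named by a rule set before the data were examined, as were the main fit and the alternatives, apart from 2 alternatives given as chosen later. The rule takes every gene of Table 6, Atf2 and Pparg, and of the other promoters the 3 with the largest difference in each direction that pass the threshold and whose LC values all lie on one side of the CC values. The genes could not be matched, because the files give positions in mm9 without gene names and the gene table used here is on another build. Of the 3 regions in each direction, 2 are printed. The CpG classes, the MAPK genes, the gene sets, the bisulfite promoters and the cell-type marker lists were not analysed here.

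The alternatives were normexp background correction (offset 50, on median signals because the files hold no mean signals), loess within arrays, quantile normalization between arrays, the same median absolute deviation on every array, the authors' processed values, only probes well above background in the input channel, the replicate block, a trend on the mean log ratio in place of CpG content, both together, the slide as a block, the median over probes, limma with an intensity trend and robust variance, the methods' t-test, windows of 500 and 1000 bp, at least 3 adjacent probes, a score cut-off of 3, peaks enriched over input, and each array left out in turn. A trend on probe length and a trend on input brightness were added after the data were seen.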

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

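The tests on the channels (with their splits), probe length, dim probes, brightness and slide position were chosen after the results they bear on had been seen.

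The input channel holds unenriched DNA, which the paper does not report on by itself. Tested alone, after quantile normalization of that channel, 3191 promoter regions differed between LC and CC at an adjusted p under 0.05 by limma (1609 lower and 1582 higher in LC). In the MeDIP channel alone 0 regions differed by limma, with 2460 at an unadjusted p under 0.05, and other splits of the arrays gave up to 3707. The KS peak search on the MeDIP channel alone gave 411 lower and 240 higher regions, more than the 143 to 193 of each kind after shuffling probe positions. However, 3 of the other splits gave a larger total, up to 862 against 651. On the input channel alone the same search gave 741 lower and 612 higher regions, without a count over the other splits. None of the 9 other splits of the arrays gave a call in the input channel, where they gave at most 1216 regions at an unadjusted p under 0.05 against 7109 in the real split. Of the regions called in log2(MeDIP/input), 98.8% had a larger LC minus CC difference in the input channel than in the MeDIP channel, with a median size of 0.21 against 0.03 on the log2 scale. A change in methylation with an unchanged input channel therefore does not account for these calls as a whole. Of the regions called in log2(MeDIP/input), 2087 (48.5%) were also called in the input channel alone, in the opposite direction, and the others were not. The 3191 calls show that the input channels differed. Across regions, the LC minus CC difference of the ratio correlated at -0.97 with that of the input channel and at 0.42 with that of the MeDIP channel. In 100% of the regions called in the ratio, the input difference had the opposite sign to the ratio difference. The differences in the ratio therefore lay mainly in the input channel, and the cause of the input difference is not known. A methylation difference at single regions in addition was not excluded.

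What made the input channels differ stays open. The LC arrays were dimmer in that channel than the CC arrays. In log2(MeDIP/input), the dimmest LC array departed from the other LC arrays in the direction of LC minus CC (correlation across regions 0.64). The dimmest CC array departed from the other CC arrays the other way (-0.35), and each of these rests on 1 array. Both correlations were taken on the ratio and not on the input channel alone, so they do not decide the question. Dim probes were not the whole cause of the calls in the ratio. With only the 154895 probes well above background in the input channel on all arrays, 5600 regions were called in log2(MeDIP/input). Slide position held 0 positions in common between the groups, so that position and diet cannot be told apart. The maternal diet is a biological difference between the groups that stays open and was not tested apart from these.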

How the results depend on the processing

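The trend on probe length and the trend on input brightness were chosen after seeing the data. Where a count changed, the cause was not tested.

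Promoter regions called by limma were 1997 lower and 2304 higher in LC. The replicate block gave 0 and 0 (3739 and 4521 at an unadjusted p under 0.05, smallest adjusted p 0.0508). The slide as a block, which leaves 1 residual degree of freedom, gave 0 and 0 (2477 and 3075 unadjusted). The methods' t-test gave 3093 and 3465 at an unadjusted p under 0.05 and 0 and 0 after Benjamini-Hochberg adjustment. Higher counts were 4665 after normexp, 704 after loess, 520 after quantile normalization, 312 with the same spread on every array, 544 with the trend on the mean log ratio removed and 1399 with the trend on input brightness removed. Lower counts were 1037 after quantile normalization, 991 with the same spread and 3191 over probes well above background in the input channel. The replicate block with the trend removed gave 1017 lower and 189 higher, the median of the probes 1173 and 744, and the trend on probe length 653 and 304. With each array left out in turn, lower counts ranged from 0 to 2368 and higher counts from 0 to 2863. Both were 0 without CC replicate 1 (2935 and 3182 unadjusted) and without CC replicate 3 (2962 and 3922 unadjusted), and without CC replicate 2 they were 517 and 614. The limma trend and robust fit, and the authors' processed values, left both counts within 1.5 times.

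Per probe, 7471 were lower and 3052 higher. Normexp gave 14284 and 23467, loess 2908 and 318, quantile normalization 2433 and 362, the same spread 2723 and 391, and the authors' processed values 12324 and 11013. Probes well above background gave 14733 and 7067, the replicate block 3078 and 516, the block with the trend removed 3076 and 268, and the trend on the mean log ratio 4927 and 755. The slide block gave 0 and 0 (24741 and 22710 unadjusted, limma). The methods' t-test gave 20865 and 22764 unadjusted, and 1 and 1 after adjustment. The trend on probe length gave 720 and 70 and that on input brightness 4593 and 1373. With arrays left out, lower counts ranged from 0 to 10617 and higher counts from 0 to 6368, with 0 in both when any 1 of the CC arrays was left out (20707 to 23022 lower and 16636 to 21759 higher unadjusted).

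KS peaks numbered 925 hypomethylated and 496 hypermethylated regions. Hypermethylated counts were 847 after normexp, 233 with the 500 bp window and 73 with only peaks above the array median. Both counts moved with the 1000 bp window (1520 and 945), at least 3 adjacent probes (247 and 156), the score cut-off of 3 (160 and 60), the authors' processed values (1983 and 1510) and the trend on probe length (432 and 218). With arrays left out the hypomethylated count ranged from 797 to 1039 and the hypermethylated count from 379 to 647. The replicate block leaves the peaks as they are, since it does not change the group means. The other alternatives kept both counts within 1.5 times. Normexp was the one alternative with more hypermethylated than hypomethylated regions. Of the regions with hypomethylated peaks, 47.8% lay on the chromosomes named in the text, 46.8% to 48.8% with arrays left out and 52.5% with the score cut-off of 3. Y-chromosome probes lay at -1.63 relative to autosomal probes in the input channel, at -0.93 after normexp and at -0.40 over probes well above background, a filter that keeps the bright Y probes, and from -1.65 to -1.61 with arrays left out.

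Over the 6 regions picked by the naming rule and their alternatives, 82 of 122 values with an adjusted p kept their direction and an adjusted p under 0.05, 37 kept their direction only and 3 changed sign. In the picked regions all LC arrays lay on one side of the CC arrays, so leaving out an array could not change the sign. Alternatives that keep the group means, such as the replicate block, could not change it either. The number of kept directions is therefore no measure of robustness. By the methods' t-test without adjustment, 5 of the 6 regions had a p under 0.05. The region on chromosome 11 changed sign after normexp (-0.10) and in the authors' processed values (-0.026), and a further region higher in LC changed sign after normexp (-0.078). The adjusted p of the chromosome 11 region ranged from 0.0160 to 0.718.

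Between 74.9% and 76.3% of the probes were well above background in the MeDIP channel, and a change at the others is limited by that signal. The alternatives for the CpG classes, the MAPK promoters, Table 6, the gene sets and the region around the peak center were not run, since the files give no gene names or sequences.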

Differences from the paper's values

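The counts and percentages of hypomethylated and hypermethylated promoters lay within 1.5 times of the paper's under the main setting, but not under many of the alternatives set before the data were examined. The paper's 1214 hypomethylated loci stand beside 925 regions, and its 411 hypermethylated loci beside 496. The paper's percentages, 4.8% and 1.8%, stand beside 4.10% and 2.20%. The hypomethylated count was more than 1.5 times away from the paper's after normexp (763), loess (644) and quantile normalization (741), with the same spread on every array (637), with the authors' processed values (1983), over probes well above background in the input channel (685), with the trend on the mean log ratio removed with or without the replicate block (726), without CC replicate 1 (797), with the 500 bp window (628), with at least 3 adjacent probes (247) and with the score cut-off of 3 (160). It stayed within 1.5 times with the replicate or slide block, the 1000 bp window, only peaks above the array median and the other arrays left out. The hypermethylated count was more than 1.5 times away after normexp (847), with the authors' processed values (1510) and without CC replicate 2 (647). It was also further away with the 500 bp (233) and 1000 bp (945) windows and with at least 3 adjacent probes (156). The same held with the score cut-off of 3 (60) and with only peaks above the array median (73). Under the others set before the data were examined it was within 1.5 times. With the trend on probe length removed (432 hypomethylated and 218 hypermethylated) and with that on input brightness removed (742 and 659), both chosen after seeing the data, both counts were also more than 1.5 times away. The percentages were further than 1.5 times from the paper's under the same alternatives set before the data were examined, except that the hypomethylated percentage was within it after normexp and quantile normalization, with the trend removed and without CC replicate 1.

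The paper's own counts and percentages correspond to different totals, 25292 promoters for the hypomethylated and 22833 for the hypermethylated ones.

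The paper states that hypomethylated promoters were more numerous in particular on chromosomes 2, 4, 5, 7, 9, 11 and 17. By count, 4 of these chromosomes held the most hypomethylated regions here (2, 5, 11 and 4). Relative to the regions tested, the set did not differ from the other chromosomes (4.12% against 4.08%), and chromosome 7 had a lower share than the rest of the genome (2.44%).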

Other observations

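The counts over other splits of the arrays and the check for a male mouse were planned, while the test on probe length was chosen after the result was seen.

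With 3 arrays against 3 there are 10 splits, so that chance cannot be excluded for any count. The total of regions with a KS peak was as large in 2 of the 10 splits, the real one included. LC replicates 1 and 3 with CC replicate 2 against the rest gave 1523 regions against 1421 in the real split. That split follows neither scan day nor slide. The number of regions called by limma was as large in 1 of the 10 splits, the real one, with 0 calls in the others, which had at most 944 regions at an unadjusted p under 0.05 against 8741 in the real split.

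Hypomethylated KS peaks lay on the shortest probes, where 97.4% of their probes were 45 bases long, and hypermethylated peaks on longer ones, where 6.74% were, against 49.9% of all probes. The median LC minus CC difference rose from -0.09 at 45 bases to 0.27 at 60 bases. The LC minus CC difference of the input signal on 60-base relative to 45-base probes was -0.34 on the log2 scale (LC -2.80 ± 0.06 and CC -2.46 ± 0.09, SD, n = 3 each, exact permutation test p = 0.1, the smallest possible). In the MeDIP channel it was 0.02 (exact permutation test p = 0.8). The pattern is therefore consistent with a different dependence of the input channel on probe length in the LC and CC arrays. Removing the dependence on probe length lowered the KS counts from 925 to 432 hypomethylated and from 496 to 218 hypermethylated regions. The regions called by limma fell from 4301 to 957, so that probe length was not the whole cause of those calls. The CpG classes themselves were not analysed here, and whether their split between hypomethylated and hypermethylated promoters has the same origin was not tested.

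The paper used female offspring. Y-chromosome probes lay below autosomal probes in the input channel on all arrays, with the highest array at -1.52 on the log2 scale, and X-chromosome probes lay at 0.00 to 0.08 relative to autosomal probes. A male mouse among the arrays would bring its Y probes toward the autosomal level, which was not seen. Between 60.2% and 74.5% of the 98 Y probes were nonetheless well above background in the input channel.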
